# Stimulation of the farnesoid X receptor promotes M2 macrophage polarization

**DOI:** 10.3389/fimmu.2023.1065790

**Published:** 2023-01-27

**Authors:** Thiranut Jaroonwitchawan, Hideki Arimochi, Yuki Sasaki, Chieko Ishifune, Hiroyuki Kondo, Kunihiro Otsuka, Shin-ichi Tsukumo, Koji Yasutomo

**Keywords:** farnesoid X receptor, macrophage, cell differentiation, inflammation, tissue repair

## Abstract

FXR is a key molecule that modulates anti-inflammatory activity in the intestinal-liver axis. Although FXR has pleiotropic functions including regulation of liver inflammation and activation of macrophages, it remains unclear whether it is involved in macrophage polarization. In this paper we demonstrated that stimulation of macrophages derived from the bone marrow using an FXR agonist activated polarization toward M2 but not M1 macrophages. The treatment of mice with chitin skewed macrophage polarization towards M2 macrophages, while co-treatment with an FXR agonist further promoted the polarization toward M2 macrophages *in vivo*. This skewed polarization towards M2 macrophages by an FXR agonist was accompanied by increased expression of signaling molecules related to the retinoic acid receptor. Inhibition of the retinoic acid receptor suppressed FXR agonist-mediated M2 macrophage polarization, indicating that this polarization was, at least, partly dependent on the retinoic acid receptor pathway. These data demonstrate that FXR has a role in polarization toward M2 macrophages and suggest a possible therapeutic potential of FXR agonists in M2 macrophage-related conditions.

## Introduction

The macrophage is a key player in inflammatory processes, as it initially reacts with antigens, then digests them, resulting in the release of cytokines and chemokines that activate and recruit other immune cells (1–4). During the inflammatory process, macrophages are polarized into proinflammatory M1 macrophages that initiate adaptive immunity and tissue inflammation (4–7). Overactivation of M1 macrophages causes tissue damage and impairs the wound healing process. In contrast, M2 macrophages prevent tissue fibrosis after damage and initiate tissue regeneration and remodeling (4). M2 macrophages are also important in the response to helminth and fungal infections. Chitin is a component of fungi and an exoskeleton component of arthropods. Previous research suggests that administration of chitin in mice increases macrophage infiltration into the peritoneal cavity and induces activation of M2 macrophages (8, 9). Therefore, chitin-mediated M2 macrophage activation is useful for studying *in vivo* activation of these cells. The balance between tissue inflammation and repair offers a solution to prevent an unwanted amplification loop within the inflammation pathway. Both intrinsic and extrinsic cellular factors have been reported to be generally involved in determining macrophage polarization under inflammation conditions (5, 6).

The farnesoid X receptor (FXR, gene name: *Nr1h4*) is highly expressed in the liver and intestine, and its primary function is to act as a receptor for bile acid and also to orchestrate homeostasis (10–12). Activation of FXR induces a series of downstream pathways, which in turn, protect against inflammation, mainly in the gastrointestinal tract-liver axis (12, 13). A loss of function associated with a mutation in human *NR1H4* leads to progressive liver disease and high cholesterol levels, suggesting that FXR may contribute to liver disease (14). Several recent studies in experimental models have provided evidence that activation of the FXR signal has a protective role in inflammation by modulating bile acid homeostasis, intestinal integrity, and liver injury. For instance, FXR-deficient mice were shown to develop more severe liver inflammation, after administration of LPS or Con A-induced hepatitis (15, 16). Activation of FXR by an agonist was also shown to have a mitigating effect in the DSS-induced colitis model (17). Although several papers reported that FXR is involved in macrophage activation (18, 19), it remains to be determined whether FXR contributes to polarization of M1 and M2 macrophages. Therefore, we investigated the roles of FXR in macrophages, in which inflammatory properties are executed primarily *via* M1/M2 macrophage polarization.

In this paper we investigated whether FXR had a role in M1/M2 macrophage polarization and showed that an FXR agonist promoted M2 but not M1 polarization. Furthermore, the skewed polarization towards M2 macrophages was accompanied by increased expression of molecules related to retinoic acid receptor signaling. Inhibition of the retinoic acid pathway suppressed FXR agonist-mediated M2 macrophage polarization, indicating that FXR stimulates M2 macrophage polarization *via* the retinoic acid pathway. These data demonstrate that FXR contributes to M2 macrophage polarization and indicates that an FXR agonist has potential benefit to promote M2 macrophage-mediated tissue repair and remodeling.

## Material and methods

### Mice

C57BL6/J mice were purchased from Japan SLC (Shizuoka, Japan). All animal experiments were approved by the animal research committee of Tokushima University.

### Purification of immune cells

A spleen was excised and then smeared and filtered through a 70 μm filter. A single cell suspension was prepared and washed with washing buffer. Cell isolation procedures were performed according to the manufacturer’s instructions. CD19^+^ B cells were isolated first using CD19^+^ microbeads (Miltenyi Biotec, Bergisch Gladbach, Germany), with the negative fraction then used to enrich for CD3^+^ T cells using Pan T Cell Isolation (Miltenyi Biotec). The CD11c^+^ cells were labelled magnetically with CD11c^+^ ultrapure MicroBeads (Miltenyi Biotec). After sorting, the remaining negative fraction was separated to obtain CD11b^+^ cells using CD11b MicroBeads (Miltenyi Biotec) and then subjected to column separation. The purity of each immune cell type was assessed by flow cytometry.

### Preparation of macrophages

Male C57BL6/J mice (10-weeks-old) were used to prepare peritoneal macrophages and bone marrow derived macrophages (BMDMs). The peritoneal macrophages were obtained by flushing the peritoneal cavity two times with 5 mL of ice-cold culture medium containing RPMI-1640 (Nacalai Tesque, Kyoto, Japan), 10% FBS, 0.1% 2-mercaptoethanol (Thermo Fisher Scientific, Waltham, MA, USA), and 1% penicillin-streptomycin mixed solution (Nacalai Tesque) using a 25-gauge needle. The peritoneal fluid collected was poured into a 100 mm dish, followed by incubation for 4 hr in a CO_2_ incubator to isolate the cells attached to the bottom of the dish. After incubation, the dish was washed two times with 10 mL of pre-warmed culture medium, with the attached cells then collected by gentle scraping into 10 mL of culture medium for use in the experiments as peritoneal macrophages. For preparation of BMDMs, bone marrow cells were collected from femurs and tibias by flushing these bones with 10 mL of culture medium. After lysis of the red blood cells with 2 mL of hypotonic ammonium chloride solution, the cells were collected by centrifugation at 500 x g for 5 min at 4°C, and then cultivated for 7 d in 10 mL of culture medium containing recombinant mouse M-CSF (Pepro Tech, Cranbury, NJ, USA) at a concentration of 10 ng/mL.

### BMDM polarization and treatment with GW4064 and LE540

In order to initiate polarization towards M1 macrophages, the BMDMs were incubated for 24 hr in culture medium containing recombinant mouse IFNγ (Pepro Tech) and LPS (Sigma-Aldrich, St. Louis, MO, USA) at concentrations of 25 ng/mL and 2.5 µg/mL, respectively. M2 macrophages were generated by cultivation of BMDMs with 10 ng/mL of recombinant mouse IL-4 (Pepro Tech) for 24 hr. In some experiments, GW4064 (Sigma-Aldrich, EC50 = 15 nM) and LE540 (FUJIFILM Wako Pure Chemical, Osaka, Japan) dissolved in DMSO were diluted with the culture medium and then added into the culture medium during M1 and M2 induction.

### RNA extraction and quantitative RT-PCR

RNA was extracted from 1 x 10^6^ of macrophages with RNAiso Plus (Takara Bio, Shiga, Japan), according to the protocol provided by the manufacturer. The quality and concentration of the extracted RNA were determined using a Nanodrop 2000 spectrophotometer (Thermo Fisher Scientific). Complementary DNA was generated from 120 ng of the extracted RNA using the ReverTra Ace^®^ qPCR RT Master Mix with gDNA Remover (Toyobo, Osaka, Japan) in accordance with the manufacturer’s protocol. Quantitative RT-PCR was conducted using the QuantStudio^®^ 5 real-time PCR system (Thermo Fisher Scientific) and Applied Biosystems SYBR Green Master Mixes (Thermo Fisher Scientific). Relative gene expression level was estimated by normalizing the expression of each target gene to that of the hypoxanthine phosphoribosyl transferase (HPRT) gene. The sequences of the primer sets used for qPCR in this study are listed in **Supplementary Table**.

### Western blotting

BMDMs (2×10^6^ cells) were seeded in six-well plates and cultured for 48 hr under M2 conditions with or without GW4064 and LE540. The cells were lysed with RIPA buffer (Nacalai Tesque) containing protease inhibitors (Roche, Basel, Switzerland). The lysates were resolved by SDS-PAGE and the blots incubated with anti-ARG-1 (E2, Santa Cruz biotech, Dallas, TX, USA) or anti-actin (A2066, Sigma-Aldrich) antibodies, followed by incubation with HRP-conjugated goat anti-mouse IgG antibody (Merk, Darmstadt, Germany). The bands were detected using ECL Prime Chemiluminescent Substrate (GE Healthcare, Chicago, IL, USA) and the ImageQuant LAS-4000 Mini System (GE Healthcare).

### Chitin treatment

Female C57BL/6 mice were injected intraperitoneally with 50 µg of chitin particles from shrimp shells (C9752, Sigma-Aldrich) for 3 hr to induce M2 macrophages, followed by the first dosage of GW4064 (30 mg/kg) and 2 mg/kg LE540 or vehicle control. A second dose of GW4064 and LE540 at the same concentration as the first was then administered and the peritoneal macrophages collected for analysis.

### Flow cytometric analysis

BMDMs (1 x 10^6^ cells per sample) were treated with 5 or 20 μM GW4064 for 3 d in 6-well plates under the conditions used to induce M2 macrophages. The same amount of DMSO with GW4064 was added to the M2-inducing or neutral culture systems to prepare 0 μM GW4064 samples. After treatment of the cells, each well was washed 2 times with 1 mL of ice-cold PBS and the cells then collected by gentle scraping in PBS, followed by centrifugation at 500 x g for 5 min at 4°C. The collected cells were treated with 2.4G2 antibody at 4°C for 15 min, washed with FACS buffer made of PBS, 2% FBS, and 0.05% sodium azide, and then stained at 4°C for 15 min with either propidium iodide (PI), PE-anti CD11c (BioLegend, clone N418), APC-anti CD206 (BioLegend, clone C068C2), APC-Cy7-anti CD11b (BioLegend, clone M1/70), or Pacific blue-anti F4/80 (BioLegend, clone BM8) in FACS buffer. Flow cytometric analysis was conducted using the BD FACSCanto II system (Becton, Dickinson and Company, Franklin Lakes, NJ, USA) by acquiring at least 10,000 events for each sample. The data obtained was analyzed using FACSDiva software (BD Biosciences, Franklin Lakes, NJ, USA) to calculate the mean fluorescence intensity (MFI) of CD206 expressed on the surface of PI^-^ CD11b^+^ F4/80^+^ live macrophages.

### Microarray analysis

Total RNA was extracted from 10^6^ of BMDMs treated for 24 hr with 10 μM GW4064 or DMSO under M2 conditions using the ReliaPrep RNA Cell Miniprep system (Promega, Madison, WI, USA) in accordance with the manufacturer’s protocol. RNA integrity was detected using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA), while microarray analysis was performed using a 44K Whole Genome mRNA microarray system (Agilent Technologies). Biological process annotation and pathway analysis with normalized and filtered data was performed with GeneSpring 14 software.

The microarray results are available in the NCBI GEO website (accession number: GSE216995).

### Statistical analysis

The representative data of the results were expressed as mean +/- SD. One way ANOVA was performed for multiple comparisons, while Student’s t test was used for comparisons between two groups.

## Results

### Activation of FXR in macrophages contributed to promotion of M2 macrophages

FXR is expressed in multiple tissues, particularly the liver and intestine (20). To investigate the roles of FXR in macrophages, we first examined *Nr1h4* mRNA gene expression in immune cells. We sorted CD3^+^ T cells, CD19^+^ B cells, CD11c^+^ dendritic cells and CD11b^+^ myeloid cells from B6 spleens, collected peritoneal CD11b^+^F4/80^+^ macrophages, and prepared BMDMs. In splenic CD11b^+^ myeloid cells, mRNA *Nr1h4* expression was moderately lower than that observed in peritoneal macrophages and BMDMs, whereas *Nr1h4* expression was detected only rarely in the T and B cell lineages (**Figure 1A**). This suggested that FXR in macrophages may be functional and relevant in BMDMs and peritoneal macrophages. We first set up an experimental protocol for inducing M2 macrophages using BMDMs, which was started using a standard protocol for BMDM differentiation supplemented with recombinant mouse M-CSF (**Figure 1B**). The M2 macrophages were induced by 10 ng/mL of IL-4 for 1 d with or without 10 µM of GW4064. (**Figure 1B**). The treatment with GW4064 did not affect cell survival of bone marrow cells. Treatment with GW4064 increased mRNA expression of the key M2 macrophage genes, *Arg1, Chil3*, and *Retnla*, whereas GW4064 did not change the expression of M2 macrophage-related genes under M1 conditions, except for *Arg1* that was increased slightly compared to that observed in neutral conditions (**Figure 1C**). In contrast, GW4064 treatment did not induce the M1-related genes, *Ccl2 and Ifng*, under M2 macrophage polarization conditions (**Figure 1D**).

**Figure 1:**
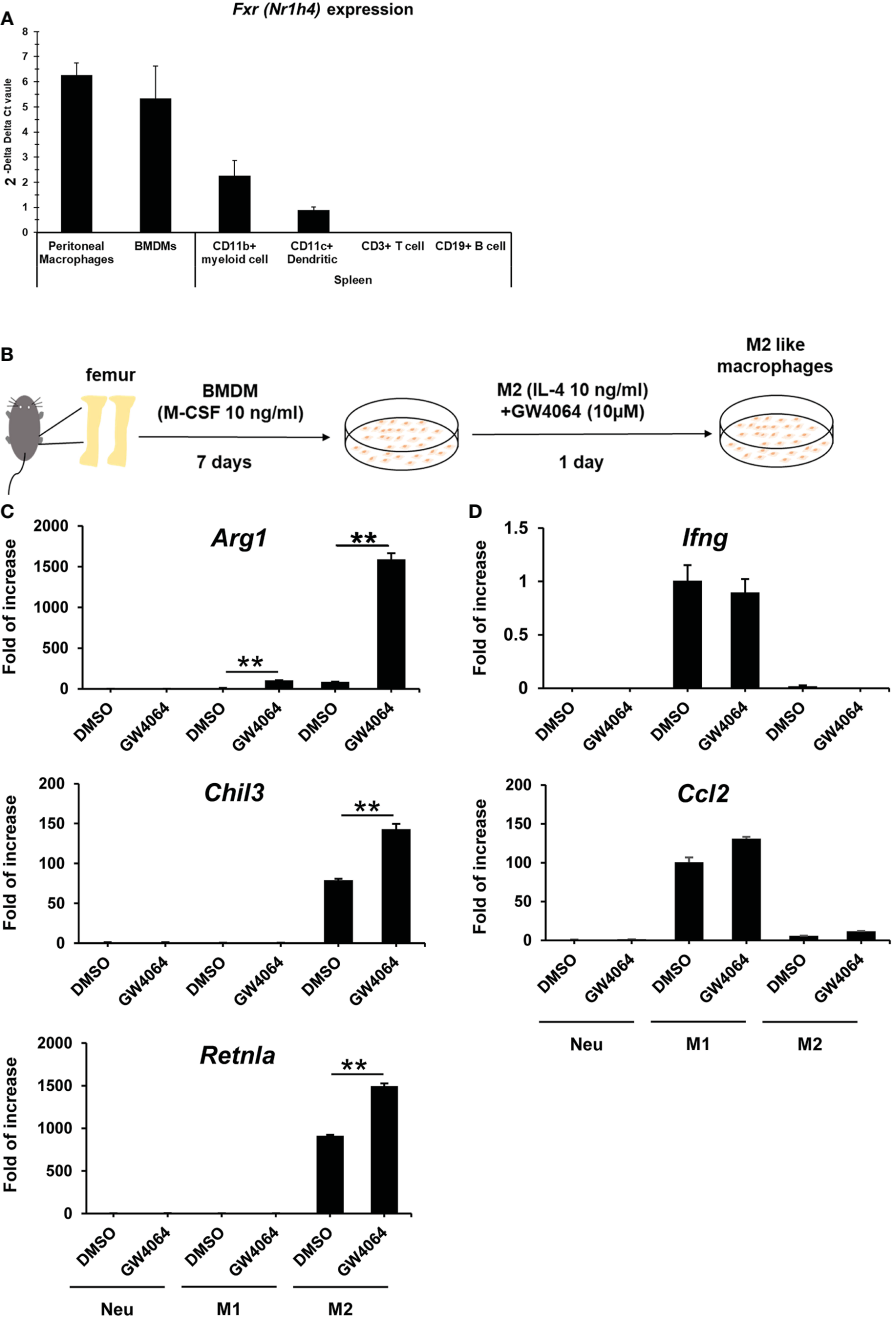
Activation of FXR in macrophages by GW4064 treatment selectively enhances M2- but not M1-associated genes. **(A)** mRNAs from peritoneal macrophages, BMDMs, splenic myeloid cells, dendritic cells, T cells, and B cells were extracted and converted to cDNA. Relative FXR mRNA gene (*Nr1h4*) expression in these cells was determined by real-time PCR. **(B)** Schematic representation of the M2 macrophage polarization protocol. Bone marrow cells were isolated from mice femurs and cultivated for 7 d in the presence of recombinant M-CSF to become BMDMs. M2 polarization was then induced for 1 d using 10 ng/mL of recombinant IL-4. **(C)** BMDMs were treated with 10 µM of GW4064 under M1 or M2 macrophage-inducing conditions and left untreated as a Neu condition for 1 d. RT-qPCR analysis for M2-related genes was then conducted. **(D)** Real-time PCR analysis for M1-related genes was performed by using the same samples used in **(C)**. Each experiment was performed in triplicate and repeated three times. The results are representative data, expressed as mean +/- standard deviation. Analysis of variance (ANOVA) was used for the statistical analysis. **P < 0.01. *Nr1h4*, nuclear receptor subfamily 1 group H member 4; M-CSF, macrophage colony-stimulating factor; Neu, neutral.

### Activation of FXR in BMDM promoted M2 macrophages

We next analyzed the time and dose course of M2 macrophage polarization induced by an FXR agonist. Treatment with GW4064 increased *Arg1* and *Chil3* mRNA expression in a time-dependent manner (**Figure 2A**). In addition, GW4064 treatment clearly increased ARG-1 protein under M2 macrophage polarization conditions compared with that observed in the control (**Figure 2B**). In accordance with the increase in ARG-1, GW4064-treated BMDM under M2 conditions showed a significant increase in the percentage of CD11b^+^ F4/80^+^ CD206^+^ (M2) cells at a dose of 20 µM of GW4064, with the mean fluorescence intensity of CD206, a marker for M2 macrophages, upregulated by increasing doses of GW4064 (**Figure 2C**). The gating strategy in **Figure 2C** is shown in **supplementary Figure 1**. Collectively, these data indicated that GW4064-mediated FXR activation selectively promoted M2 macrophages.

**Figure 2:**
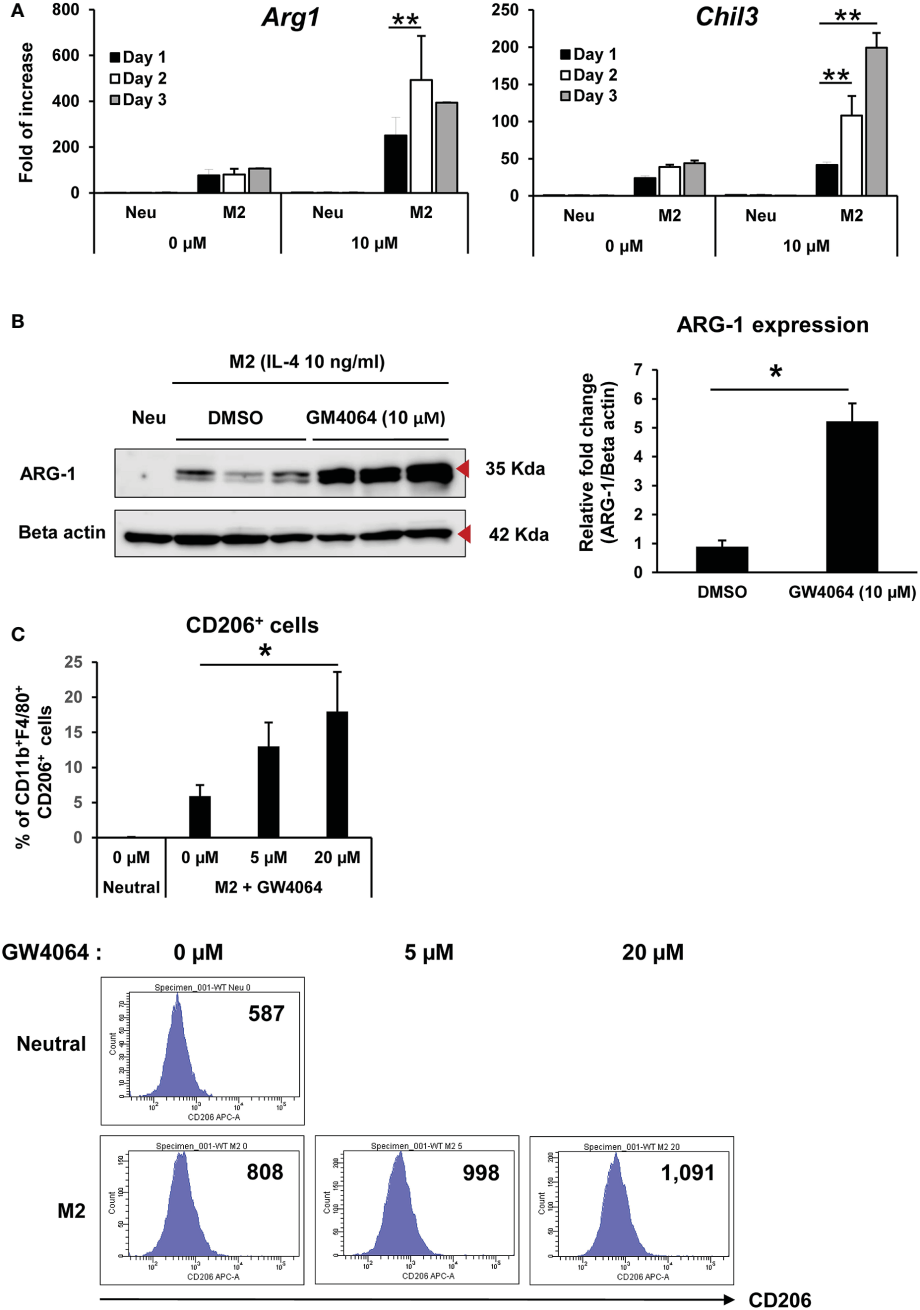
Activation of FXR with GW4064 increased expression of M2-associated markers. **(A)** BMDMs were treated with or without 10 µM of GW4064 under the M2 condition from 1 to 3 d, and left untreated as a Neu condition and M2-associated gene expression then measured by real-time PCR. **(B)** ARG-1 protein (35 kDa) expression was examined by immunoblotting on day 2 of GW4064 treatment under M2 conditions, with relative ARG-1 expression normalized to β-actin (42 kDa) expression (left panel). The graph shows the relative expression of ARG-1 protein in GW4064-treated cells compared to that of the vehicle control group (right panel). **(C)** BMDMs were treated with 0, 5, or 20 µM of GW4064 under the M2 condition for 3 d. Flow cytometry analysis of CD11b^+^ F4/80^+^ CD206^+^ and CD206 expression on the cell surface was performed, with the results expressed as the percentage of CD206 in CD11b^+^ F4/80^+^ cells (upper panel) and MFI (lower panel). Each experiment was carried out in triplicate and repeated three times. The results of the representative data are shown as mean +/- SD. Analysis of variance (ANOVA) and the Student’s t test were used for the statistical analyses. MFI: mean fluorescence intensity. *P < 0.05, **P < 0.01.

### Retinol metabolism was upregulated following FXR activation in M2 macrophages

Because FXR activation induced M2 polarization but not M1 polarization, we next investigated how FXR activation contributed to M2 macrophages. To address this point, we first treated BMDMs under M2 conditions in the presence of GW4064 or its vehicle control for 1 d and then performed DNA microarrays to profile the altered genes. 

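BMDMs are macrophages grown from mouse bone marrow with M-CSF, here for 7 d, and M2 conditions mean culture with 10 ng/mL of IL-4, the cytokine that drives this polarization. GW4064 is a synthetic FXR agonist and DMSO is its solvent. The values below come from 1 array for BMDMs given DMSO and 1 array for BMDMs given 10 µM GW4064, each for 24 h. With 1 array per condition there is no replicate error and no p-value for any gene, and the number of arrays limits the precision of every difference given here. Both were 1-colour Agilent mouse arrays, on which Cy3-labelled RNA is read as the brightness of each spot, and they lay on the same slide and were read in the same scan. The authors' files hold the intensity of each spot after Agilent's Feature Extraction software had subtracted the background and evened out trends within the array, without scaling between the arrays. The log2 of this signal was taken and the 75th percentile of each array, a signal of 1209 for DMSO and 1265 for GW4064, was set to 0. Each array had 43020 spots for 39429 probes, of which 39030 probes were printed once and 399 were printed 10 times. Spots that the software marked as uneven or as outliers among their copies were left out. On the DMSO array 22527 probes and on the GW4064 array 23027 probes were well above background. Where a probe was well above background on 1 array only, the other array was set to the higher of the probe's own value and the lowest value well above background there, so that the difference is a lower bound, written as "at least N-fold". Gene names came from RefSeq transcripts of GRCm38.p6, which matched 26575 probes.
Among probes printed 10 times and well above background at every spot, the log2 difference between the arrays had a median SD of 0.077 over the copies. Among those well above background at no spot, it was 0.21. Of 23747 probes well above background on at least 1 array, 510 were 2-fold or more higher and 659 were 2-fold or more lower with GW4064. Of these, 178 higher and 278 lower probes were well above background on both arrays. The filter and the background correction moved these counts most. Without a filter on dim probes 1637 were higher and 1664 lower, and a normexp background correction with an offset of 50, an alternative chosen after the data were seen, gave 112 higher and 120 lower. When the arrays were centred on the spike-in control RNA in place of the 75th percentile, the median difference of probes well above background on both arrays was -0.18, and 380 probes were higher and 901 lower, so that 29.7% of the changed probes were higher against 43.6% in the main setting.
Large differences between single spots were not spread evenly over the slide. A difference of 8-fold or more was seen at 577 spots, of which 217 were brighter on the GW4064 array and 360 on the DMSO array, and 71.4% of them had 2 or more other such spots within 300 µm. Random dim spots placed in the same number gave 18.0% on average and at most 23.6% in 100 draws. Areas with 2 or more such spots within 300 µm are called damaged areas below and covered 16.5% of the spots. Among dim probes printed 10 times, 36 of 1470 spots on the DMSO array and 22 of 1510 on the GW4064 array were 8-fold or more brighter than the median of their copies, and 24 and 13 of them lay in damaged areas. The software's outlier mark among copies caught 35 and 19 of these spots, and it exists only for probes printed several times.

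**Figure D1:**
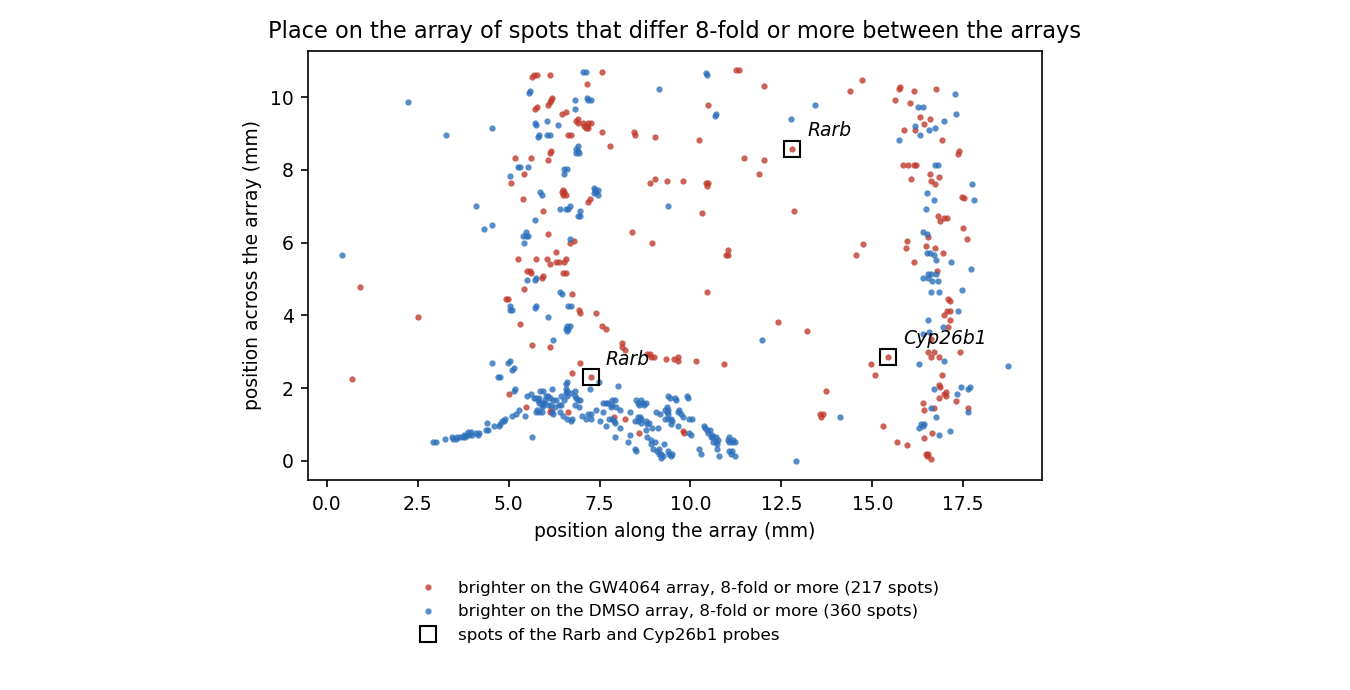
Each point is 1 of the 577 spots that differed 8-fold or more between the DMSO and GW4064 arrays, drawn at its place on the array in mm, in red where the GW4064 array was brighter (217 spots) and in blue where the DMSO array was brighter (360 spots). The points form bands and arcs, and the squares mark the spots of the Rarb and Cyp26b1 probes.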

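Of the 6 genes drawn for glycolysis in Figure 3A, 5 were higher and 1 was lower on the GW4064 array, and 3 were higher under every setting tried. Hk2 rose from a signal of 3568 to 5011, a log2 difference of 0.42. Slc2a4, whose probe was printed 10 times and whose signal was low, had a log2 difference of 0.43. Over the 8 copies left on both arrays the mean was 0.28, below its SD of 0.39. Pdhx differed by 0.10 and Pdk2 by -0.17, and Pdhx was lower (-0.09) when the arrays were centred on the spike-in RNA. The probes for Pdp2 disagreed. The brighter one, with signals of 1023 and 992, had a log2 difference of -0.11, and the other was not well above background with DMSO, at least 1.90-fold higher with GW4064 and in a damaged area of the slide. Pdha2 was at least 2.74-fold higher, with a signal of 45.1 on the GW4064 array and not well above background on the DMSO array, and had a log2 difference of 0.29 after the normexp correction. Over a list of 52 glycolysis genes written down before the data were examined, 43 were measured, of which 29 were higher and 14 lower. Their median log2 difference of 0.069 stood at percentile 97.53 of 10000 random gene lists of the same size and signal level, which describes these arrays only, and between percentile 93.1 and 98.8 over the settings. Centred on the spike-in RNA, the median was -0.12.
Of the 6 genes drawn for focal adhesion PI3K-Akt-mTOR signaling, 3 were 2-fold or more higher. Angpt1 had a log2 difference of 1.77, and the 2 probes for Vegfa had 1.38 and 1.18. Efna2 was 2.46-fold higher, from signals of 30.6 and 78.6, and had a log2 difference of 0.44 after the normexp correction. Fgf11 was at least 1.55-fold higher, and after that correction its bound gave no direction. For Fgfr4, 1 probe was at least 1.15-fold higher and the other was not well above background on either array, as was the probe for Gng3. The list of 152 genes of this pathway had 126 measured genes, of which 51 were higher and 75 lower, with 4 genes 2-fold or more higher and 7 lower. Its median of -0.056 stood at percentile 0.060 of random lists, and at percentile 1.17 or below in every setting. Its lower members include collagen genes that are also on the list of stromal cell markers, such as Col6a1 (-1.25) and Col1a2 (-0.99). Signaling genes went both ways, with Mtor at 0.0096 and Pik3ca at 0.035, but Pik3cd at -0.40 and Akt1 at -0.17. The median is therefore not a measure of PI3K-Akt-mTOR signaling alone.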

As shown in **Figure 3A**, alternative gene expression shown in heatmaps and pathway analysis provided a comprehensive view of the genes involved in metabolic pathways including glycolysis and focal adhesion of PI3K-Akt mTOR under GW4064 treatment. These signaling pathways were essential for normal cell survival and differentiation. 

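Among the 21707 probes well above background on both arrays, the largest rise with GW4064 was that of a probe for Rarb, followed by the probe for Arg1. Cyp26b1 had no probe above background on the DMSO array, so that its difference is a bound and was not ranked. Of the other genes of retinol metabolism in Figure 3A, Aldh1a2 rose from a signal of 237 to 635, a log2 difference of 1.35 and the 81st largest rise of a probe measured on both arrays. Dhrs3 had a log2 difference of 0.29. Rbp4 differed by 0.058, and by -0.13 when the arrays were centred on the spike-in RNA. A list of 49 genes of retinol metabolism, fixed before the data were examined, had 35 measured genes, of which 20 were higher and 15 lower. Of these, 3 were 2-fold or more higher, namely Rarb, Cyp26b1 and Aldh1a2, and 0 were 2-fold or more lower. The median log2 difference of the list was 0.038, at percentile 82.5 of random lists. Without Rarb and Cyp26b1 the median of the 33 other genes was 0.024, at percentile 70.4. Over all settings the percentile of the whole list lay between 50.2 and 91.5, the lowest being that without a filter on dim probes.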

The list of top-ranking genes showed a significant increase in retinol metabolism. As shown in **Figure 3B**, DNA microarray analysis revealed that *Rarb* and *Cyp26b1* were upregulated when FXR was activated under M2 conditions. 

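Rarb encodes retinoic acid receptor beta, and Cyp26b1 encodes an enzyme of the cytochrome P450 family that breaks down retinoic acid. The array had 2 probes for Rarb, both matched to NM_011243. The signal of the first was 28.8 with DMSO and 985 with GW4064, well above background on both arrays, which gave a log2 difference of 5.03, or 32.7-fold. The signal of the second was 3.43 with DMSO, not well above background, and 177 with GW4064, so that it was at least 10.8-fold higher. With the second probe at its bound, the mean log2 difference of Rarb was 4.23. The single probe for Cyp26b1, matched to NM_175475, was printed once. Its signal was 4.17 with DMSO, not well above background, and 234 with GW4064, at least 14.2-fold higher, a log2 difference of at least 3.83. The normexp correction, whose offset draws dim signals together, moved these values most, to 2.59 for Rarb and 1.76 for Cyp26b1, and both genes stayed higher in each setting that measured them. In the 5 rows and columns around the 3 spots, the median log2 difference of the other spots was -0.17 and -0.015 for the Rarb probes and -0.036 for Cyp26b1, a measure that scattered bright spots would not move. Within 300 µm of them lay 0, 1 and 0 other spots that differed 8-fold or more. The second Rarb spot lay close to a damaged area, with 29 such spots within 1000 µm, against a median of 3 around dim spots. Most of these 29, and the 1 within 300 µm, were brighter on the DMSO array. Bright defects on the DMSO array would not raise this probe on the GW4064 array. Outside the damaged areas, 9 of 1251 spots of dim probes printed 10 times were 8-fold or more brighter than their copies on the GW4064 array, a rate of 0.72%, and the brightest such spot anywhere on that array had a signal of 226, against 234 for Cyp26b1, which was read at 1 spot.

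**Figure D2:**
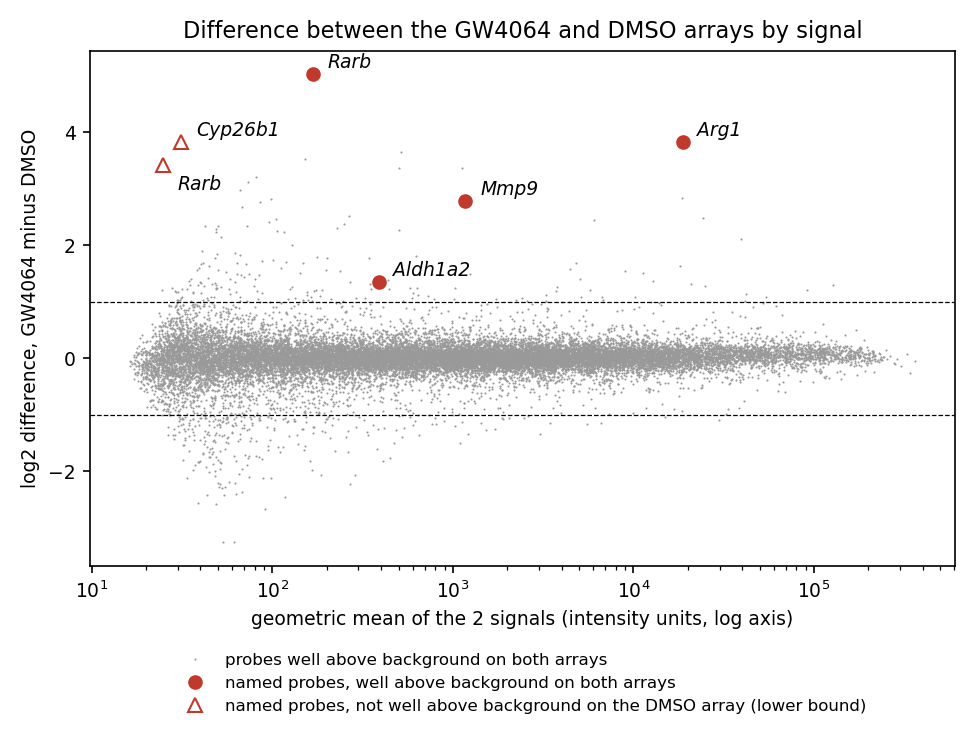
The log2 difference between the GW4064 and DMSO arrays (vertical axis) is drawn against the geometric mean of both signals (horizontal log axis, intensity units), with 1 grey point for each of the 21707 probes well above background on both arrays and dashed lines at 2-fold. The first Rarb probe stands highest at 5.03, and the open triangles mark the second Rarb probe and the Cyp26b1 probe, whose values are lower bounds.

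From the increase of Rarb and Cyp26b1 on the array, the paper went on to measure both genes by qPCR with and without an inhibitor of the retinoic acid receptor. From those measurements it proposes that this receptor might take part in the polarization, at least to some degree.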

As a consequence, we used qPCR to evaluate alterations in mRNA expression of genes involved in retinal metabolism including *Rarb* and *Cyp26b1.* Under M2 macrophage polarization conditions, GW4064 treatment increased both *Rarb* and *Cyp26b1* mRNA expression, but decreased it in the presence of LE540, an inhibitor of the retinoic acid receptor (**Figure 3C**). These findings suggested that the retinoic acid receptor might be, at least partly, involved in FXR-activated M2 macrophage polarization.

**Figure 3:**
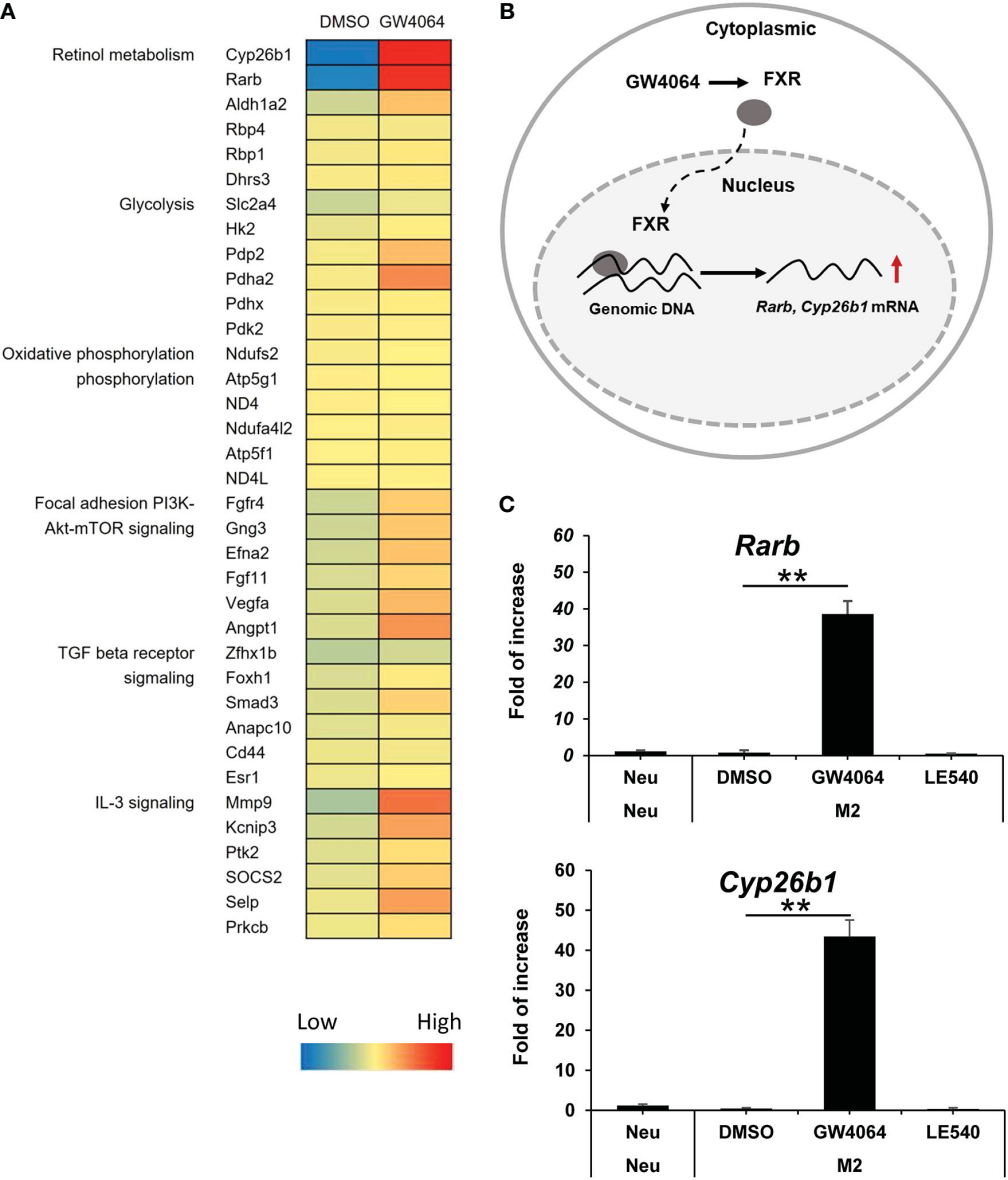
Rarb and Cyb26b1 expression was increased by FXR activation with GW4064 in M2 macrophages. **(A)** BMDMs were treated with DMSO or 10 µM of GW4064 under M2-inducing conditions for 1 d. The mRNAs were isolated and checked for integrity and a DNA micro array then used to profile differential gene expression. The heatmap analysis shows profiling of gene alterations according to biological process annotations and pathway analysis. **(B)** A diagram showing that RARB and CYP26B1 are included in the retinoic acid signaling pathway. **(C)** Real-time PCR was performed to assess *Rarb* and *Cyb26b1* mRNA gene expression in BMDMs treated with DMSO, 10 µM of GW4064, or 2 µM of LE540 under M2-inducing conditions for 1 d and left untreated as a Neu condition. Each experiment was performed in triplicate and repeated three times. The results of the representative data are shown as mean +/- SD. Analysis of variance (ANOVA) was used for the statistical analysis. ** *P* < 0.01. *Rarb*: Retinoic acid receptor beta; *Cyp26b1*: Cytochrome P450 family 26 subfamily B member 1.

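Of the 36 genes drawn in Figure 3A, 34 had a probe matched by name and 31 were well above background on at least 1 array, of which 27 were higher and 4 lower with GW4064. ND4 and ND4L had no matched probe and were not analysed here. In the oxidative phosphorylation group, Atp5g1 had a log2 difference of 0.11 and the probes for Atp5f1, named Atp5pb in the current annotation, of 0.072 and 0.16. These values became negative for Atp5g1 (-0.079) and for the mean of Atp5f1 (-0.073) when centred on the spike-in RNA. Ndufa4l2 was not well above background on either array. In the TGF beta receptor signaling group, 1 probe for Smad3 rose by a log2 difference of 1.16 (0.98 centred on the spike-in RNA), and its other probe was not well above background on either array. Anapc10 had 0.25, and Foxh1 was at least 1.14-fold higher. The probes for Zfhx1b, now Zeb2, had -0.13 and -0.070, and the mean over the 4 probes for Cd44 was -0.19, with 1 probe of the 4 at 0.067. None of the 3 probes for Esr1 was well above background.
In the IL-3 signaling group all 6 genes were higher. Mmp9, printed 10 times, had a log2 difference of 2.78 with an SD of 0.11 over the spots. Selp, also printed 10 times, had 1.41 with an SD of 0.21, was well above background at 6 of the 10 spots on the DMSO array and had 0.41 after the normexp correction. The 3 probes for Socs2 had between 0.72 and 0.94, and the probes for Prkcb had 0.58 and 0.60. Kcnip3 had 0.81 on 1 probe and was at least 1.21-fold higher on the other. Ptk2 had 0.086, and -0.10 when centred on the spike-in RNA.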

### Inhibition of the retinoic acid receptor influenced FXR activation in M2 macrophages

We next investigated whether altered retinoic acid signaling by the retinoic receptor inhibitor (LE540) contributed to GW4064-induced polarization towards M2 macrophages. The expression of *Arg1* (**Figure 4A**) and *Retnla* (**Figure 4B**) was decreased markedly in M2 macrophages at 2 and 10 µM of LE540, respectively, whereas expression of *Chil3* remained unaltered (**Figure 4C**). The treatment of cells with LE540 did not affect cell survival of macrophages. The inhibition of ARG-1 expression was validated at the protein level, with this expression markedly reduced in the presence of LE540 and GM4064 in a dose-dependent manner (**Figure 4D**). These findings indicated that the retinoic acid receptor complements FXR activation in M2 macrophages by increasing ARG-1.

**Figure 4:**
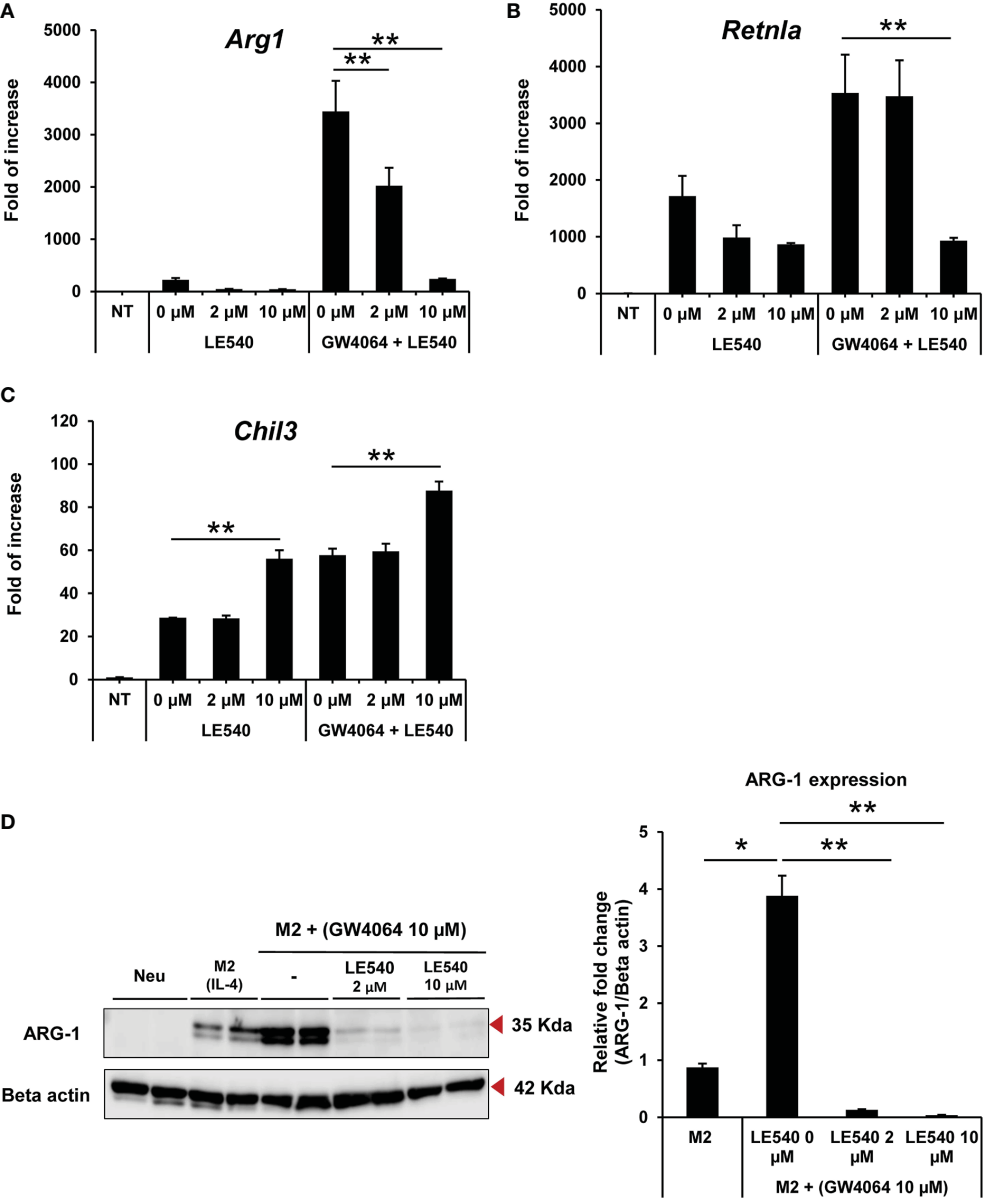
Inhibition of the retinoic acid receptor by LE540 reduced expression of M2-related markers induced by GW4064-mediated FXR activation. BMDMs were treated with 2 and 10 μM of LE540 with or without 10 μM of GW4064 under M2 conditions for 1 d. Messenger RNA gene expression of Arg1 **(A)**, Retnla **(B)** and Chil3 **(C)** was evaluated by RT-qPCR. **(D)** Immunoblotting analysis of ARG-1 (35 kDa) expression in BMDMs treated with 2 and 10 μM of LE540 with or without 10 μM of GW4064 under M2 conditions for 2 d and left untreated as a Neu condition (left panel). The expression level of ARG-1 was normalized to β-actin (42 kDa) expression, with the graph showing the relative expression of ARG-1 in BMDMs treated with or without LE540 in the presence of GW4064 compared to that observed with the control M2 condition (right panel). Each experiment was performed in triplicate and repeated three times. The results of the representative data are shown as mean +/- SD. Analysis of variance (ANOVA) was used for the statistical analysis. *P < 0.05, **P < 0.01.

### Retinoic acid receptor inhibitor reduced FXR-mediated M2 macrophages in chitin-treated mice

We analyzed whether the retinoic acid pathway played an important role in the polarization of FXR-mediated M2 macrophages *in vivo*. Chitin administration to mice was used to initiate M2 macrophage polarization and examine the function of GW4064 FXR activation in promoting this polarization. We established a protocol to induce macrophages to the M2 state *in vivo* by administering chitin particles to prime murine peritoneal macrophages (**Figure 5A**). This schematic protocol involved a mouse model in which chitin particles were injected intraperitoneally. After a second dose of GW4064, GW4064 and LE540 was administered, peritoneal macrophages were collected for analysis (**Figure 5A**). Administration of GW4064 upregulated M2-associated gene expression (*Arg1*, *Chil3*, and *Mrc1*) in peritoneal macrophages of chitin-treated mice (**Figure 5B**). GW4064 treatment increased the frequency and number of M2 macrophages (CD206^+^ CD11c^-^) in the chitin-treated group compared to control group but did not affect M1 macrophage (CD206^-^ CD11c^+^) polarization (**Figure 5C**). In addition to GW4064 treatment, administration of LE540 reduced the frequency and number of chitin and GW4064-mediated M2 macrophages (CD206^+^ CD11c^-^) compared to that observed in the LE540-untreated group (**Figure 5C**). Treatment with LE540 did not affect M1 macrophage (CD206^-^ CD11c^+^) polarization. Those data indicated that retinoic acid signaling was involved in FXR-mediated M2 macrophages *in vivo.*

**Figure 5:**
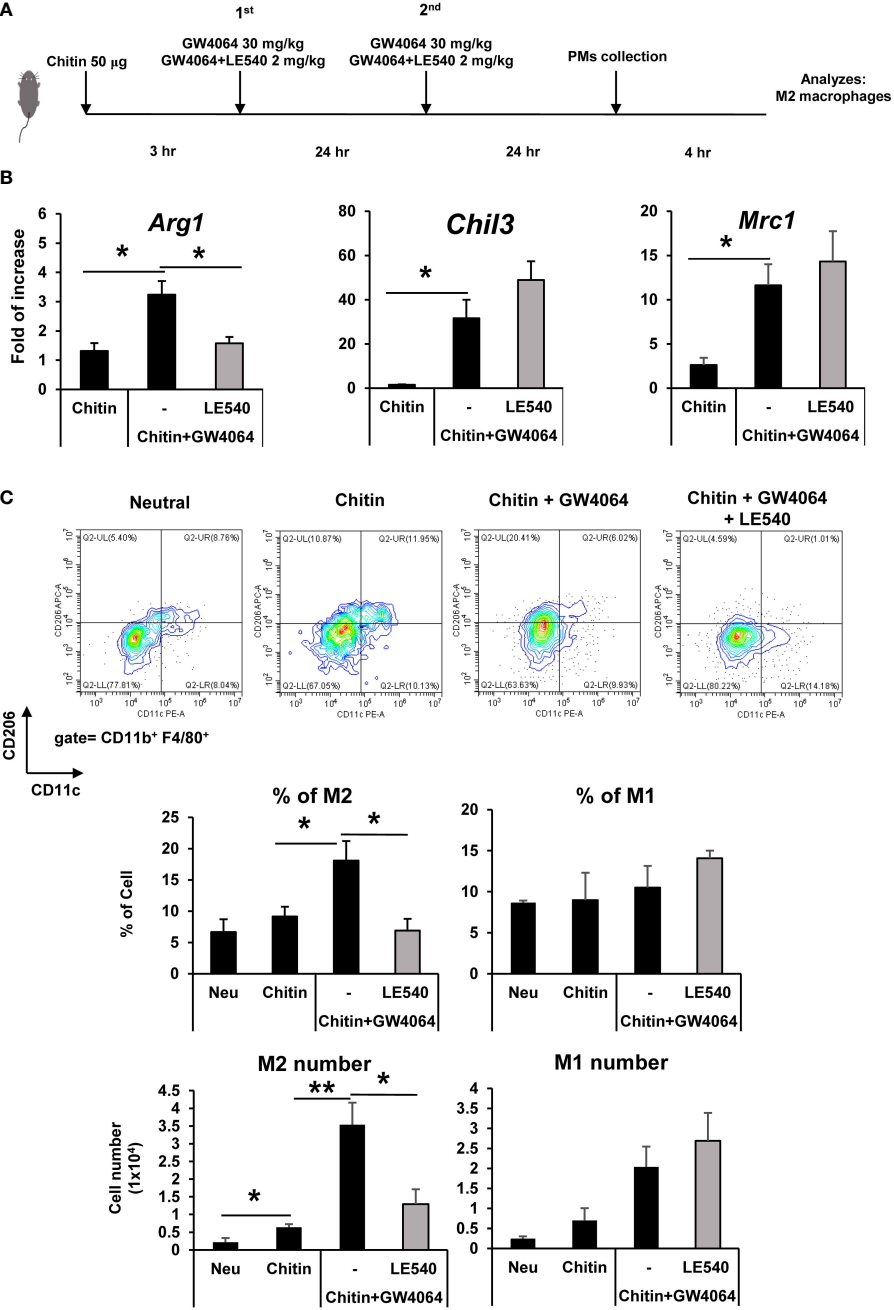
Administration of a retinoic acid receptor inhibitor reduced GW4064-enhanced M2 macrophages in chitin-treated mice. **(A)** The schematic protocol to induce M2 peritoneal macrophages by injection of chitin particles and assess the effects of GW4064 and LE540 on M2 macrophage induction *in vivo*. The mice received an intraperitoneal injection of 50 µg of chitin to prime M2 induction for 3 hr and then either 30 mg/kg bodyweight of GW4064 or GW4064 together with 2 mg/kg bodyweight of LE540 were administered two times within a 24 hr interval. **(B)** Peritoneal macrophages were collected for further analysis. Messenger RNA expression of M2-associated genes in collected peritoneal macrophages (PMs) was analyzed by real-time PCR. **(C)** Flow cytometric analysis of CD206^+^ (M2) and CD11c^+^ (M1) from CD11b^+^ F4/80^+^ PMs. The frequency and total numbers of each population are shown in the lower panel. Five mice were used in each experimental group, except for the control group Neu in which four mice were used. Each experiment was repeated two times independently (n=4-5 mice/group), and the result of the representative data shown as mean +/- SE. Analysis of variance (ANOVA) was used for the statistical analysis. *P < 0.05, **P < 0.01.

## Discussion

Macrophages are involved in various aspects of tissue inflammation, with polarization towards M1 and M2 macrophages being one determinant for the outcome of inflammation (1, 6, 21). This study demonstrated that an FXR agonist, GW4064, promoted polarization toward M2 macrophages both *in vitro* and *in vivo*. In addition, polarization toward M2 macrophages induced by GW4064 treatment was accompanied by increased expression of molecules related to the retinoic acid pathway. Inhibition of retinoic acid was shown to suppress FXR-mediated polarization toward M2 macrophages. The study therefore provided evidence that FXR has a role in M2 macrophage polarization and suggests that GW4064 treatment may provide a novel therapeutic strategy for stimulating M2 macrophage-mediated tissue repair or remodeling.

Bile acids (BAs) are generated by hepatocytes and have a role in dietary lipid absorption and cholesterol homeostasis (22, 23). BAs bind to FXR, a member of the nuclear receptor super-family that has transcriptional activity. FXR binds to FXR response elements as a monomer or heterodimer in conjunction with the retinoid X receptor (RXR) and has pleiotropic functions including immune cell activation and lipid metabolism (13, 24). The current study demonstrated that stimulation of macrophages with an FXR agonist increased the activity of signaling molecules related to retinoic acid receptors and inhibited the retinoic acid pathway, resulting in at least partial suppression of M2 macrophage polarization. Retinoic acid receptors (RARs) are nuclear hormone receptors that contain α, β, and γ isotypes, and act as a binding partner for RXR (25). The question remains as to how FXR regulates the polarization of M2 macrophages through retinoic acid receptors. One possible explanation is that FXR contributes to increased expression of RARB, which strengthens retinoic acid receptor signaling. That idea is supported by a recent study that demonstrated retinoic acid promoted polarization of M2 macrophages (26). However, we cannot completely abrogate M2 macrophage polarization by inhibiting the retinoic acid pathway. This indicates that FXR may also regulate M2 macrophage polarization programs independent of the retinoic acid pathway. FXR may regulate M1 macrophage polarization independent of the M2 program.

We identified an M2 enhancement mechanism induced by a FXR agonist in BMDMs. Because BMDMs are naïve or less activated by the cytokine environment during the differentiation or activation processes compared to that obtained *in vivo* with other macrophages including peritoneal macrophages, we used BMDMs to study the mechanisms of the M2-enhancing effect caused by the FXR agonist *in vitro* system. We also showed that the M2-enhancing effect of GW4064 *in vitro* and in the *in vivo* chitin treatment model could enhance M2 polarization. Furthermore, the expression level of the *Fxr* gene was comparable in BMDMs and peritoneal macrophages. These results indicated that FXR activation may have a shared underlying mechanism in regulating M2 in both BMDMs and peritoneal macrophages.

The results showing that the expression of IL-4-mediated M2 related genes in BMDMs was further enhanced when treated together with a FXR agonist suggested signaling crosstalk between the FXR and IL-4 pathways. Study of the molecular mechanisms and the roles of signaling cross talk in M2 polarization would be worthwhile in future studies. Our findings also suggested that FXR activation in combination with retinoic acid signaling favored M2 macrophage polarization rather than mediating M1 polarization. In contrast, Murray et al. (19) demonstrated that nitrogen mustard (NM) generated both M1 and M2 in FXR-deficient mice leading to lung injury. This contradicts our findings that FXR activation favored M2 macrophage polarization rather than M1 polarization. This discrepancy may be explained by the different stimulator used in each experiment. Instead of NM, we conducted an experiment with IL-4 and chitin to induce M2 *in vitro* and *in vivo*, respectively. Stimulation of NM and chitin may induce distinct underlying mechanisms that influence the outcome of M1/M2 polarization in microenvironments. In addition, in the microenvironment of lung tissue, immune and non-immune cells might have a critical role of interacting with other cells to modulate M1/M2 polarization of macrophages.

We evaluated the involvement of RAR in FXR activation of M2 macrophages *in vivo*. LE540 had the opposite effect on Arg1 gene expression compared to that induced by other M2-related genes. This discrepancy might be explained by the fact that *Arg1* expression is dependent on the retinoic acid pathway whereas other M2-related genes such as *Chil3* are not. Our results also demonstrated that polarization of GW4064-mediated M2 macrophages was reduced by co-administration of the LE540 RAR antagonist. This result can be further explained by the fact that the retinoic acid receptor is involved in FXR-mediated polarization of M2 macrophages in mice treated with chitin particles. We cannot rule out the possibility that FXR or retinoic acid receptor signaling in non-macrophages cells indirectly regulates M2 macrophages in the peritoneal cavity because hepatocytes and intestine also strongly express FXR. In addition, a limitation of our study was that our experiments were conducted by hyperactivating FXR using the GW4064 agonist, which may induce FXR-independent signaling that currently has not yet been defined. In future experiments, FXR-deficient mice, tissue-specific FXR-deficient mice, or retinoic acid receptor-deficient mice would be valuable models for studying the roles of FXR and the retinoic acid receptor in macrophage polarization.

In conclusion, we demonstrated that an FXR agonist mediated M2 macrophage polarization both *in vitro* and *in vivo* and that this effect was, at least partly, dependent on the retinoic acid pathway. We propose that FXR agonists may be therapeutically useful for treating M2 macrophage-mediated tissue repair or remodeling.

## Data availability statement

The raw data supporting the conclusions of this article will be made available by the authors, without undue reservation.

## Ethics statement

The animal study was reviewed and approved by Animal Research committee in Tokushima University.

## Author contributions

TJ, HA, and KY conceived and designed the studies. TJ and HA performed and analyzed all the experiments. CI, YS, KO, HK, and S-IT analyzed the data. TJ, HA, and KY wrote the paper, and all authors reviewed the final version of the paper. KY supervised all the experiments. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Stimulation of the farnesoid X receptor promotes M2 macrophage polarization
**Source:** Front Immunol. 2023 Jan 27;14:1065790. doi: 10.3389/fimmu.2023.1065790
**Supplement:** Supplementary file 1

Supplementary Figure 1.

Gating strategy for detecting macrophages.

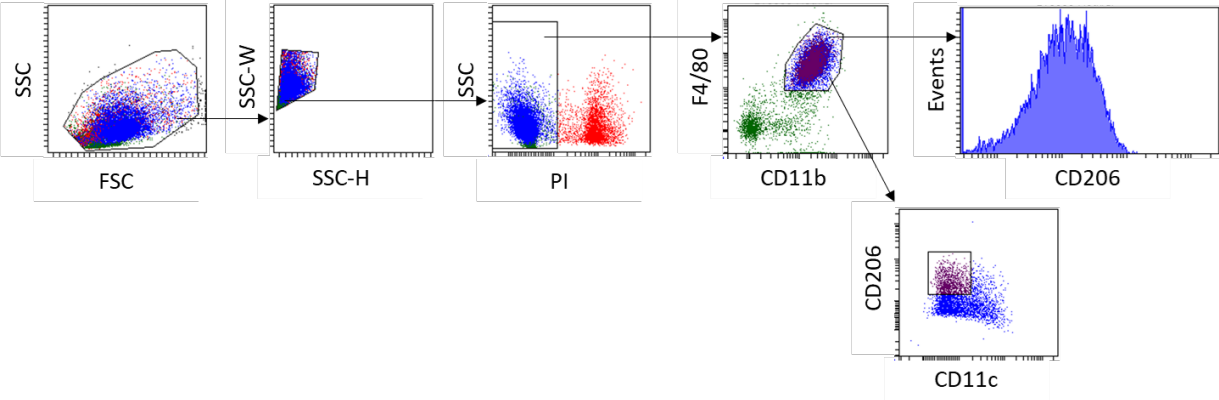

Cells were stained with several antibodies and analyzed by flow cytometer.

TABLE List of qPCR primer sequences

| Gene    | Forward primer (5'→3')     | Reverse primer (5'→3')    |
|---------|----------------------------|---------------------------|
| Arg1    | CACGGCAGTGGCTTTAACCT       | CAGTCCCTGGCTTATGGTTACC    |
| Ccl2    | TTAAAAACCTGGATCGGAACCAA    | GCATTAGCTTCAGATTTACGGGT   |
| Chil3   | GGGCTAAGGACAGGCCAATA       | ATTCTGCATTCCAGCAAAGG      |
| Cyp26b1 | TCATCGGAGAGACTGGTCACT      | GGTGCTCACTAGCTGGTGTTT     |
| Hprt    | CCAAAATGGTTAAGGTTGC        | CCAGTTTCACTAATGACACAAC    |
| Ifng    | AGCGGCTGACTGAACTCAGATTGTAG | GTCACAGTTTTTCAGCTGTATAGGG |
| Mrc1    | TCCCTGCCTGTTTCTCCAACCA     | TAAGCTTCGGCTCGTCAGCA      |
| Nr1h4   | CTTGATGTGCTACAAAAGCTGTG    | ACTCTCCAAGACATCAGCATCTC   |
| Rarb    | CTGCTCAATCCATCGAGACAC      | CTTGTCTGGCAAACGAAGC       |
| Retnla  | ACTGCCTGTGCTTACTCGTTG      | GCTGGGTTCTCCACCTCTTC      |

How the deposited data were processed for this re-analysis (not part of the article)

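Gene expression was measured in mouse BMDMs kept under M2 conditions (10 ng/mL of IL-4 after 7 d of M-CSF) for 24 h with DMSO or with 10 µM GW4064, on 1 Agilent 1-colour array per condition. The sample labels and the paper gave the same condition for each array, apart from a free-text description of the GW4064 sample that repeats the wording of the DMSO sample. Both arrays lay on 1 slide and were read in 1 scan, at 5 µm per pixel, so slide and scan could not be tested as batches.

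The authors deposited the scanner output of each array, with the intensity of each spot after Feature Extraction 10.7.1.1 had subtracted the background and removed trends within the array. These intensities were not normalized between arrays. The authors also deposited a log2 table of both arrays. The paper names GeneSpring for the pathway analysis of "normalized and filtered data" and does not name the normalization, the filter or a threshold. The difference between the columns of the deposited log2 table equalled the difference computed here from the intensities for all 39200 probes, within 0.001 apart from a constant of 0.0022, so that the table holds a 75th percentile shift of each array followed by a centring of each probe on a baseline that these arrays alone do not give.

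From the intensities, the log2 of the processed signal minus the 75th percentile over all non-control spots was computed for each array. Spots marked as non-uniform (215 on the DMSO array and 30 on the GW4064 array) or as outliers among the copies of a probe were left out, and no spot was saturated. Spots of 1 probe were averaged. On the DMSO array 57.4% of the probes and on the GW4064 array 58.4% were well above background, with lowest signals of 15.7 and 15.1 among them. A probe not well above background on 1 array was set there to the higher of its own value and that lowest value, and where this bound pointed the other way the difference was set to 0. Probes not well above background on either array were left out, which left 21707 probes measured on both arrays, 1229 on the GW4064 array alone and 811 on the DMSO array alone. The value of a gene is the mean over its probes well above background on at least 1 array. Symbols were taken from RefSeq transcript accessions of GRCm38.p6 without versions. The array's own design used another build, so no coordinates are given.

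With 1 array per condition no test was made, and differences are reported by size, with 2-fold as the threshold. Apart from the exception below, the genes named in the text were set by a rule before the data were examined. The rule took every gene that the paper names in its text, primer table or Figure 3A. It also took the 10 genes with the largest increase and the 10 with the largest decrease among probes well above background on both arrays. Members of the gene lists were taken where a list is reported. The exception is genes that entered the 10 largest changes only once damaged areas of the slide were left out, a choice made after the data were seen. There were 19 gene lists, written from general knowledge before the data were examined, and the median of each was placed among 10000 random lists of the same size, matched in 20 bins of signal level. Genes within a list are often regulated together, so an extreme percentile is more frequent than among random lists and describes these arrays only.

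The calculations were tested on simulated data for the comparison of GW4064 with DMSO, with 39228 probes of which 200 were changed 4-fold. Both simulated arrays started from the DMSO signals, with even noise close to that among bright copies of a probe. Changes were planted only in probes well above background, and no specks or damaged areas were added. At the 2-fold threshold 197 were recovered in the right direction, and 0 others were called. With these settings the 0 gives no rate of false calls for the real arrays. Of 500 random lists without a planted change, 33 fell outside percentiles 2.5 and 97.5. A first run with 100 random lists had 10 outside, and their number and the limit for passing were then raised.

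Alternatives fixed before the data were examined were quantile normalization, centring on the median of probes well above background on both arrays, a loess of the difference on the mean level (span 0.3), centring on the spike-in probes, the deposited log2 table, keeping marked spots, other filters on dim probes, thresholds of 1.5-fold and 4-fold, and the brightest probe of each gene. A normexp correction on the mean spot intensity had also been planned, but the files hold the median spot intensity and not the mean. It was replaced by normexp with an offset of 50 on the median intensity. Leaving out spots in damaged areas of the slide, with 2 or more other spots differing 8-fold or more within 300 µm, was added after the spots had been mapped. Both are choices made after the data were seen. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1 were used. The qPCR, immunoblot, flow cytometry and in vivo experiments were not analysed here.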

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

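The tests of slide damage and the test of stromal cells on the largest decreases in this part were chosen only after the results were seen. The genes below lie outside those the paper names, apart from Rarb, Arg1 and Mmp9. Those listed first as increases or decreases are among the 10 largest each way over probes well above background on both arrays. Genes that joined only after the damaged areas were left out, and the stromal cell markers, are not. Each difference rests on 1 array per condition.

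On the GW4064 array, the increases outside the genes the paper names were Camkk1 with a log2 difference of 3.52, Mfng with 3.51, AA467197 with 3.38, Bmp2 with 3.21, Cxcl14 with 2.84, Lmbr1 with 2.77 and Gda with 2.48. The other 3 of the 10 largest increases were Rarb, Arg1 and Mmp9. Defects of the slide surface stay open for these increases as a set, since 3 of the 10 had a spot in a damaged area, a number too small to decide. The 3 were Bmp2, Lmbr1 and Mfng, with 2, 10 and 3 other 8-fold differences within 300 µm. Mfng was measured by 2 probes, of which the stronger (3.65) lay in a damaged area and the other (3.37) had 0 such spots around it. Gda was measured by 2 probes outside damaged areas, with 2.51 and 2.44, and Mmp9 by 10 copies with an SD of 0.11. Bmp2 and Lmbr1 had no probe outside the damaged areas, and damage stays open for them. The 2 other 8-fold differences near the Bmp2 spot (-3.90 and -4.70) were brighter on the DMSO array. They are therefore no sign of damage at that place on the GW4064 array. An isolated speck on the GW4064 array stays open for Camkk1, AA467197 and Cxcl14, each read at 1 spot. Their signals there (527, 3723 and 50664) are all above 226. That was the highest signal on this array of a dim spot 8-fold brighter than its copies. Those of AA467197 and Cxcl14 are also above the highest on the DMSO array, 3102. Cxcl14 was already bright with DMSO, at a signal of 6779. After the damaged areas were left out, Cebpe (2.39) and Tgm2 (2.30) joined the 10. Whether the agonist, a difference between the 2 cultures or another cause raised the remaining genes stays open with 1 array per condition.

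The decreases were Olfr215 with a log2 difference of -3.25, Bicra with -3.24, Tnfrsf11b with -2.67, Trim66 with -2.58, Rspo2 with -2.46, Crybg2 with -2.42, Lca5l with -2.42, Olfr1252 with -2.37, Olfr724 with -2.27 and Atoh7 with -2.22. Of these 10 genes, 6 had their spot in a damaged area, namely Olfr215, Bicra, Trim66, Lca5l, Olfr724 and Atoh7, which is consistent with stray light on the DMSO array in place of RNA. The other 4, Tnfrsf11b, Rspo2, Crybg2 and Olfr1252, had 0 such spots within 300 µm. Each of the 10 was measured at 1 spot. An isolated speck on the DMSO array stays open for these 4, whose signals there were between 121 and 270. Outside damaged areas, 0.99% of the spots of dim probes printed 10 times were 8-fold or more brighter than their copies on that array. The highest signal of such a spot anywhere on it was 3102.

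Without the damaged areas, the 10 largest decreases also held Col2a1 (-2.22), Itga11 (-2.12), Klhdc8a (-2.11), Serpinb2 (-2.07), Grem1 (-2.05) and Fbxo27 (-1.98). Each of these was also read at 1 spot, so that a speck stays open for them too. A hypothesis is that the GW4064 culture held fewer stromal cells, or that such cells made less of these transcripts. A list of 16 stromal cell markers had 15 measured genes, 13 of them lower, and its median of -0.77 stood at percentile 0 of random lists. Its most abundant genes fell as well, Sparc by 0.80 as the mean of both probes (-0.69 and -0.90) and Col1a2 by 0.99, from a signal of 10058 to 5296. Of the 16 genes, 8 belong to another list too, and 15 were well above background on the DMSO array, so macrophages themselves may express some of them. A lower number of cells, lower expression in the same cells and an effect of GW4064 on either were not separated. Kitl (0.30) and Pdgfra (0.065) did not fall.

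Of the single spots, 577 differed 8-fold or more between the arrays, a signal the paper does not discuss. Defects of the slide surface are the explanation tested. Of these spots 71.4% had 2 or more others within 300 µm, against at most 23.6% for random dim spots. Most of the 577 spots (94.1%) belong to probes printed once, for which the scanner software has no copies to compare. No biological explanation was tested for this pattern.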

How the results depend on the processing

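No paired analysis was possible because each condition has 1 array. The normexp correction on the mean spot intensity, planned before the data were examined, was not run, since the files hold the median intensity. Normexp on the median intensity and leaving out damaged areas of the slide were chosen after the data were seen.

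The number of probes 2-fold or more higher (510) and lower (659) stayed within 1.5 times its value under every change of scaling, with the deposited log2 table and with marked spots kept. It was 178 and 278 with only probes well above background on both arrays and 1637 and 1664 without a filter on dim probes, 1117 and 1317 at 1.5-fold and 118 and 156 at 4-fold, all by the construction of the alternative. With normexp on the median intensity it was 112 and 120, and without damaged areas 277 and 338, over 19296 probes in place of 23747. With the spike-in centring, 29.7% of the changed probes were higher, against 43.6%.

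Rarb and Cyp26b1 stayed more than 2-fold higher in each setting that measured them. Their log2 differences of 4.23 and 3.83 became 4.04 and 3.64 with the spike-in centring, 5.33 and 5.75 without a filter on dim probes and 2.59 and 1.76 with normexp. Rarb was 5.03 with only probes well above background on both arrays, and also 5.03 with the brightest probe. Cyp26b1 had no value with only probes well above background on both arrays.

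The median of the retinol metabolism list (0.038) was -0.15 with the spike-in centring and -0.051 without a filter. That of the glycolysis list (0.069) reversed to -0.12 with the spike-in centring, and was 0.040 with quantile normalization, 0.035 with loess and 0.040 with normexp. The focal adhesion list (-0.056) had -0.087 with quantile normalization, -0.080 with loess, -0.24 with the spike-in centring, -0.079 without a filter and -0.077 with normexp. The retinoic acid receptor target list (0.29) had 0.22 with quantile normalization, 0.10 with the spike-in centring, 0.22 without a filter and 0.42 without damaged areas. The medians of the integrated stress response (-0.0058), hypoxia response (-0.060), oxidative phosphorylation (-0.11) and cell cycle (-0.032) lists also turned negative with the spike-in centring. So did those of the M1 marker (-0.19) and housekeeping (-0.16) lists. That centring lowers each difference measured on both arrays by 0.19, which is its construction, and leaves the percentiles nearly unchanged. Apart from that, the cause was not tested.

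Of 570 values of 53 other named genes under the alternatives, 466 moved by less than the SD between copies of a probe (0.077), 104 moved by more and 0 of the 2-fold changes reversed. Signal over background limits the dim genes, since a signal near 15 cannot be told from background and the normexp offset of 50 pulls such differences toward 0.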

Differences from the paper's values

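The paper gives no number for an array measurement, so no value is set against another here. In Figure 3A, 21 genes are drawn higher with GW4064 by color. Of these, 20 were measured and all 20 were higher in the main setting, with 17 higher under every setting. The exceptions were Fgf11, whose bound gave no direction after the normexp correction, Pdp2, which was lower (-0.11) without its dim probe, and Ptk2, which was lower (-0.10) with the spike-in centring. Gng3 was not well above background on either array, and higher only without a filter on dim probes.

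Zfhx1b (Zeb2) is drawn slightly higher with GW4064 in Figure 3A. Here its log2 difference was -0.097, and it was negative in each setting, the nearest to 0 being -0.070 with the brightest probe.

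By qPCR in Figure 1C the paper reports more Chil3 with GW4064 under M2 conditions. On the array the log2 difference of Chil3 was 0.066, at signals of 152215 and 166782, and between -0.12 and 0.12 over the settings. By qPCR in Figure 1D the paper reports that Ccl2 was not induced under these conditions. On the array Ccl2, printed 10 times, was 2.13-fold higher, a log2 difference of 1.09 with an SD of 0.056 over the copies, and 0.91 or more in each setting. The qPCR and array values are different assays, and the array has no replicates.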

Other observations

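In this part, the test of an isolated speck on Cyp26b1 and the test of defects at both Rarb probes were chosen only after the results were seen. The tests on gene lists were set before the data were examined.

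Genes that the paper measured by qPCR had these values on the arrays. Arg1 rose from a signal of 4875 to 72297, 14.2-fold, and Retnla was 1.88-fold higher. Mrc1 had a log2 difference of -0.34. The paper measured Mrc1 in peritoneal macrophages of chitin-treated mice, where it reports a rise with GW4064, and not in BMDMs. The probes for Ifng and for Nr1h4, which encodes FXR, were not well above background on either array, and the spot of Nr1h4 had 4 other 8-fold differences within 300 µm. By qPCR in Figure 1A the paper reports Nr1h4 expression in BMDMs, so the lack of array signal does not show that the gene was off. Hprt, the reference gene of the qPCR, differed by -0.079 and by -0.27 with the spike-in centring.

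Of explanations for the rise of Rarb and Cyp26b1, scaling would bring a difference under 1, whereas the lowest over the alternatives for scaling and background was 1.76. That value is of Cyp26b1 after the normexp correction, a change of background and not of scaling. Centring on the spike-in RNA shifted differences by 0.19, which could not bring 4.23 or 3.83 under 1. The outcome of that setting was therefore fixed in advance. Stromal cells in the GW4064 culture would raise stromal markers, which stood at percentile 0. For Rarb, defects of the slide would have to fall on the spots of both probes. Of 10155 probes printed once with a DMSO signal no higher than theirs, 10 rose by a log2 difference of 5.03 or more without a bound, and when these rises were dealt at random to the probes, a gene with 2 of them turned up in 0.13% of 10000 deals. For Cyp26b1, with 1 spot, a defect around it stays open on the array alone. Its neighbouring spots had a median of -0.036, but the damage on this slide is at scattered spots, which such a median cannot show. An isolated bright speck stays open for Cyp26b1 on the array alone, since 0.72% of the spots of dim probes outside damaged areas were lit in this way, although the brightest such spot on the GW4064 array had a signal of 226, against 234 for Cyp26b1. The paper reports a rise of both genes by qPCR.

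A hypothesis is that retinoic acid receptor activity was higher in the GW4064 culture. Its target list without Rarb and Cyp26b1, with 9 measured genes of which 6 were higher, had a median of 0.22 at percentile 99.6 (99.55), and percentile 99.1 or above in every setting. With the spike-in centring the median of this list was 0.028, with 5 genes higher and 4 lower. Tgm2 (2.30, from 2 probes) and Cebpe (2.39) were the targets that rose 2-fold or more, and Rara (-0.28) and Crabp2 (-0.21, in a damaged area) were among those lower. The list has 15 genes, of which 10 are also in the retinol metabolism list, and Tgm2 is also on the M2 list, so the test may in part read the response to IL-4. Known FXR targets gave no common direction, with 5 of 10 measured genes higher and 5 lower and a median at percentile 12.0 (12.03). Sdc1 rose by 1.12, and Nr0b2 by 0.95 at signals of 22.5 and 45.5 in a damaged area. Akr1b7 (-1.75, in a damaged area), Abcb11 (at least 3.15-fold lower) and Slc51b (at least 3.14-fold lower) fell, all from signals under 100 with DMSO. The percentile falls short of the level set beforehand for a rise of FXR targets, and with members going both ways FXR activity is left open by this list.

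The M2 marker list had 21 measured genes, 13 higher and 8 lower, with a median of 0.21 at percentile 100, and with the spike-in centring 0.020. A general rise would be consistent with this percentile, with Arg1 and Tgm2 2-fold or more higher, and Mgl2 (0.99), Ccl22 (0.97, a bound in a damaged area), Retnla, Clec10a (0.84), Ccl17 (0.60) and Slc7a2 (0.50) higher by less. Irf4 (-0.48, in a damaged area), Pdcd1lg2 (-0.41), Mrc1 and Pparg (-0.30) were lower. The M1 marker list had 9 of 16 measured genes higher and 7 lower and a median of 0.0012 at percentile 46.3 (46.28), so no general change was shown or excluded. The split rests in part on genes near 0, such as Nos2 (0.00097) and Tnf (0.0014). It was 6 higher and 10 lower with the spike-in centring (median -0.19), and 11 and 8 without a filter on dim probes. Members of the M1 list parted, with Il1b (1.90), Ccl5 (1.49) and Ccl2 2-fold or more higher, and Gpr18 (-0.77), Cxcl10 (-0.56) and Cxcl9 (-0.46, a bound) lower.

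The lists not discussed above had these medians. High among random lists stood the integrated stress response (0.18, percentile 99.8), the hypoxia response (0.13, percentile 99.5), oxidative phosphorylation (0.077, percentile 99.7, with 58 of 75 genes higher) and the cell cycle (0.16, percentile 100.0). Low among them stood cholesterol synthesis (-0.15, percentile 0, with 17 of 22 genes lower), NRF2 targets (-0.11, percentile 1.08), neutrophil markers (-0.40, percentile 0) and dendritic cell markers (-0.64, percentile 0). In the last list H2-Ab1 (-1.03), H2-Eb1 (-0.93), Cd74 (-0.76), Ciita (-0.71, a bound) and H2-Aa (-0.69) were lower. Flt3 (2.31, a bound) was higher on 1 probe in a damaged area, and its other probe was not well above background on either array. LXR targets (-0.058, percentile 6.98), PPAR targets (-0.041, percentile 14.6) and housekeeping genes (0.026, percentile 52.0) lay between. No explanation was tested for these lists.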
